A study of Mus musculus with 21 samples.

How the data were processed

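The series held mRNA sequencing of 21 libraries from the mouse embryonic stem cell line E14Tg2a, 7 groups of 3 replicates by the labels' medium (2i+LIF, CH+LIF, LIF) and by PO, LP or HP. Per the labels' protocols, cells were kept in NDiff227 medium with CHIR99021 and PD0325901 and then passaged with CH, PD and LIF given or withdrawn. RNA was extracted with a column kit, and 125 ng of total RNA went to a sequencing service. PO was taken as zero passage, an assumption from its occurring in 2i+LIF alone. LP and HP were compared as named, without assigning either a length of culture.

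The authors deposited 1 table per library with whole-number counts per Ensembl gene ID, not normalized, for 31053 IDs followed by 5 closing entries in the form that htseq-count writes. Neither the labels nor the tables state the aligner, genome build, annotation, strand setting or filters behind these counts. The closing entries stayed out of library sizes and tests. Of all entries of a library, 47.4 to 62% were gene counts, 8.46 to 25.8% lay outside genes, 0.179 to 0.683% were ambiguous between genes and 20.8 to 35.5% were alignments that were not unique. Gene counts per library ranged from 1132126 to 3783043. A count of 0 was taken to allow up to 3 counts, which covers counting error only. Symbols and positions came from GENCODE M21 on GRCm38, in which 31011 of the IDs were found and 42 were not; the authors' own annotation may differ. Since the strand setting is unknown, the 11038 genes that overlap another listed gene on either strand may share or lose reads. Counts of gene families with near-identical members carry the same doubt. The file names placed the PO libraries in another sequencing run than all other libraries, so run and PO cannot be separated.

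Gene tests used edgeR 4.0.16 in R 4.3.3 on the counts as deposited. All 21 libraries entered 1 quasi-likelihood fit with a coefficient per group and 14 residual degrees of freedom, TMM scaling and the filterByExpr filter, which left 10643 genes. Tests were two-sided, with Benjamini-Hochberg adjustment within each contrast and a threshold of 0.05. Standard errors of log2 fold changes were the absolute value divided by the square root of the F statistic. The 15 contrasts compared pairs of groups: media at LP and at HP, HP against LP in each medium, and each cultured group against PO. Further tests asked for any difference among media at LP or HP, and for interactions of medium with HP against LP. CPM (counts-per-million) are counts divided by TMM-scaled library sizes, and log2 CPM used a prior count of 2.

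The rule for named genes was fixed before the data were examined. It admitted any gene of the fixed lists and, per contrast of media or of HP against LP, the 3 largest rises and 3 largest falls in log2 fold change. These came from genes with an adjusted p under 0.05, a mean of at least 5 CPM in at least 1 group and no overlap of CPM between the groups. Contrasts against PO and interactions were given 2 each way. A fold change against a group with no counts is given as a lower bound, computed against 3 counts. These bounds, and ratios against 1 to 3 counts with their 95% intervals of counting error, used pooled counts and totals without TMM.

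Gene lists, 13 in number with 172 distinct genes, were also fixed beforehand; 4 list genes had no matching symbol. A list needed at least 3 tested genes, and 12 lists had them. They were tested in 9 contrasts with limma 3.58.1's fry on log2 CPM, with adjustment over 108 tests, and with camera at a preset correlation of 0.01 and at an estimated one. For chromosomes with at least 100 tested genes, the median of gene-centred log2 CPM per library, less that of autosomal genes, was tested with limma in the 15 contrasts, with adjustment over 300 tests.

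Alternatives chosen beforehand were DESeq2 1.42.0 as the test, DESeq2 size factors in edgeR, no filter on low counts, counts thinned to 1132126 per library, a fit of only the groups compared, the replicate number as a block, both forms of camera, chromosome medians over genes of at least 10 CPM, and each replicate of the groups compared left out in turn. Alternatives chosen after seeing the data were the omission of 2 libraries that stood apart, removal of mitochondrial genes and Gm42418, limma-voom with sample quality weights, and the omission in turn of each replicate outside the groups compared. The labels give the groups the same replicate numbers without saying that a number marks a shared passage or day. Deviations of same-numbered libraries from their group means correlated at over 0.1 in all 3 pairs for only 1 of 15 contrasts, 2i+LIF LP against 2i+LIF PO (r of 0.397, 0.345 and 0.179), where the block gave 614 genes in place of 539.

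The steps were tested on simulated counts drawn from the means, fitted spread and library sizes of these libraries. Each gene was drawn independently, from 1 mean over all libraries before changes were put in. The simulation thus held no correlation between genes and no library that stood apart, and its error rates do not cover these. In CH+LIF HP against 2i+LIF HP, over 10324 genes, 200 genes were changed 8-fold. Of the 193 that were tested 163 were called (84.5%), and of those with at least 10 CPM 156 of 162 (96.3%). Of 175 called genes 8 had not been changed (4.57%), none was called in the wrong direction, and at most 1 gene was called in any of 4 contrasts given no change. A Wnt list change of -2 was fitted as -1.76. In that contrast 2 lists were called, so a list other than the Wnt list was called too. An X shift of 0.4 was fitted as 0.34 to 0.419 and called in 6 of 6 contrasts, with 0 calls on other chromosomes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.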

Results

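Gene expression was measured by mRNA sequencing in E14Tg2a cells, a male mouse embryonic stem cell line of 129 background in which 1 allele of Rex1 (Zfp42), a gene of the naive pluripotent state, carries a short-lived green fluorescent protein. The study concerned protocols for keeping such cells pluripotent and sampled them at zero passage, after 1 month and after 2 months of culture in different media. The 21 libraries fell into 7 groups of 3 replicates. The labels named each group by a medium (2i+LIF, CH+LIF or LIF) and by PO, LP or HP. LIF is a cytokine that activates STAT3, CH is the GSK3 inhibitor CHIR99021, which raises Wnt/beta-catenin signalling, and PD is the inhibitor PD0325901 of MEK, the kinase that activates ERK. The term 2i usually stands for both inhibitors together. PO occurred in 2i+LIF alone and was read as zero passage, whereas the labels did not state which of LP and HP was the longer culture. The growth protocol was the same text for all libraries and described inhibitors being given and withdrawn at successive passages, so the medium at harvest was known from the group label only.

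Counts assigned to genes ranged from 1132126 in 2i+LIF HP replicate 3 to 3783043 in 2i+LIF PO replicate 2, with a median of 1763531 per library. Between 11312 and 14118 genes had at least 1 count. At this depth a gene without counts in a group could still have been expressed at low level, and 3 counts were taken as the limit that a count of 0 allows. This limit, like every interval of counting error, does not cover amplification, because no molecular identifiers were reported. No pair of replicates agreed within sampling noise, the lowest chi-square per degree of freedom being 5.2. Sampling noise leaves out library preparation, so this does not show whether replicates were separate cultures. Each library was counted as 1 replicate, as labelled. A pair of libraries stood apart from their replicates. In 2i+LIF LP replicate 1 the mean correlation of log2 CPM (counts-per-million) with its replicates was 0.787, and 31.7% of gene counts came from Gm42418, a locus that overlaps ribosomal RNA. For 2i+LIF PO replicate 1 the correlation was 0.83, and 39.1% of gene counts were mitochondrial. Mean correlations of the other 19 libraries with their replicates lay between 0.857 and 0.944. The first 2 principal components held 21.5% and 18% of the variance. Both libraries were kept, and the values without them are given where they changed a result.

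**Figure D1:**
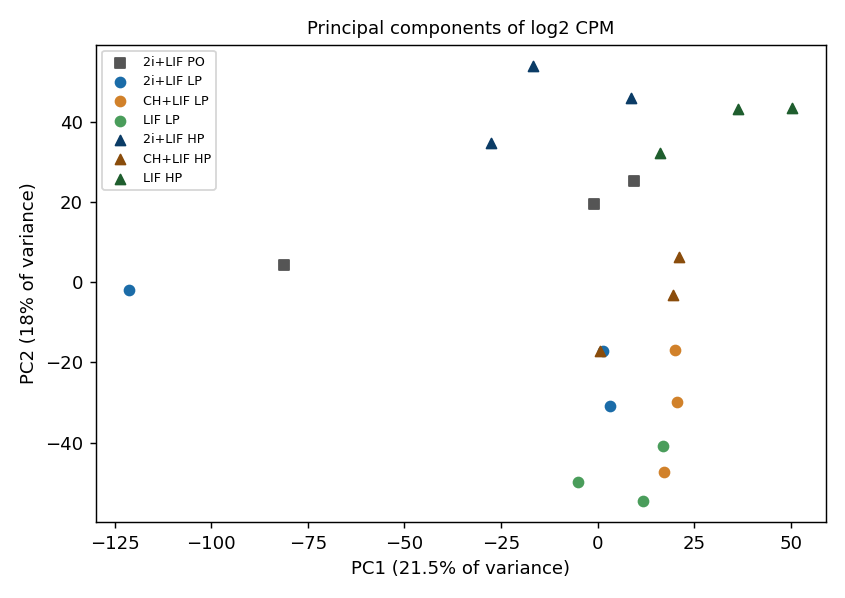
Principal components of log2 CPM over the 10643 tested genes, with PC1 (21.5% of variance) on the horizontal axis and PC2 (18% of variance) on the vertical axis. Each point is 1 library, coloured by group and shaped by PO (squares), LP (circles) or HP (triangles), and 2i+LIF LP replicate 1 and 2i+LIF PO replicate 1 lie farthest to the left.

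Targets of the inhibited pathways were examined first, because their level tests the media named in the labels. Dusp6 (ENSMUSG00000019960, chromosome 10, 99263231 to 99267489 in GRCm38, the build of all positions given here), an ERK target, had 37.1 ± 5.75 CPM (SD, n = 3) in the libraries labelled CH+LIF HP, 38 ± 4.22 CPM in those labelled CH+LIF LP and 27.6 ± 17.1 CPM in those labelled LIF LP. It had 2.85 ± 0.753 CPM in 2i+LIF PO and 3.37 ± 1.36 CPM in 2i+LIF HP, the groups whose label includes MEK inhibition. In the libraries labelled LIF HP, whose label names no MEK inhibitor, it had 0.411 ± 0.711 CPM, from 2 counts in 3 libraries. Among the libraries labelled 2i+LIF LP it had 0.701 CPM in replicate 1, 34.4 CPM in replicate 2 and 26.3 CPM in replicate 3. Egr1 (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984) had 0.341 ± 0.295 CPM in 2i+LIF PO, 1.54 ± 1.03 CPM in 2i+LIF HP and 0.377 ± 0.33 CPM in LIF HP. Its means in the other 4 groups lay between 17.2 and 37.7 CPM. Of Spry4 there were no counts in LIF HP, and its mean was at least 18.4-fold higher in LIF LP.

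Several Wnt targets were highest in 1 group. Sp5 (ENSMUSG00000075304, chromosome 2, 70474923 to 70477729) had 361 ± 197 CPM in the libraries labelled 2i+LIF HP and at most 32.5 ± 14.6 CPM on average in the other groups, the CH+LIF groups included. Axin2 (ENSMUSG00000000142, chromosome 11, 108920349 to 108950783, overlapping Gm11670) had 58.7 ± 13.1 CPM in 2i+LIF HP and means of 0.763 to 14.9 CPM elsewhere. Dkk1, Lef1 and T followed the same order, with 25.9 ± 24.4, 35 ± 13.3 and 22.4 ± 12.4 CPM in 2i+LIF HP and means of at most 3.63 CPM in any other group. Other genes of the list did not follow: Cdx1 had 35.5 ± 3.18 CPM in LIF HP and 39.4 ± 28.1 CPM in 2i+LIF HP, Ccnd1 200 ± 109 CPM in 2i+LIF LP and 218 ± 48.8 CPM in 2i+LIF HP, and Notum was highest in 2i+LIF PO (16.7 ± 7.52 CPM, against 2.95 ± 2.8 CPM in 2i+LIF HP). These levels went against several labels. Several targets of MEK were low in LIF HP and high in 2 of the 3 libraries of 2i+LIF LP. The Wnt targets named first were not raised in the CH+LIF groups to their level in 2i+LIF HP. Groups are therefore named below as labelled, and no direction is drawn from what a medium should contain.

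**Figure D2:**
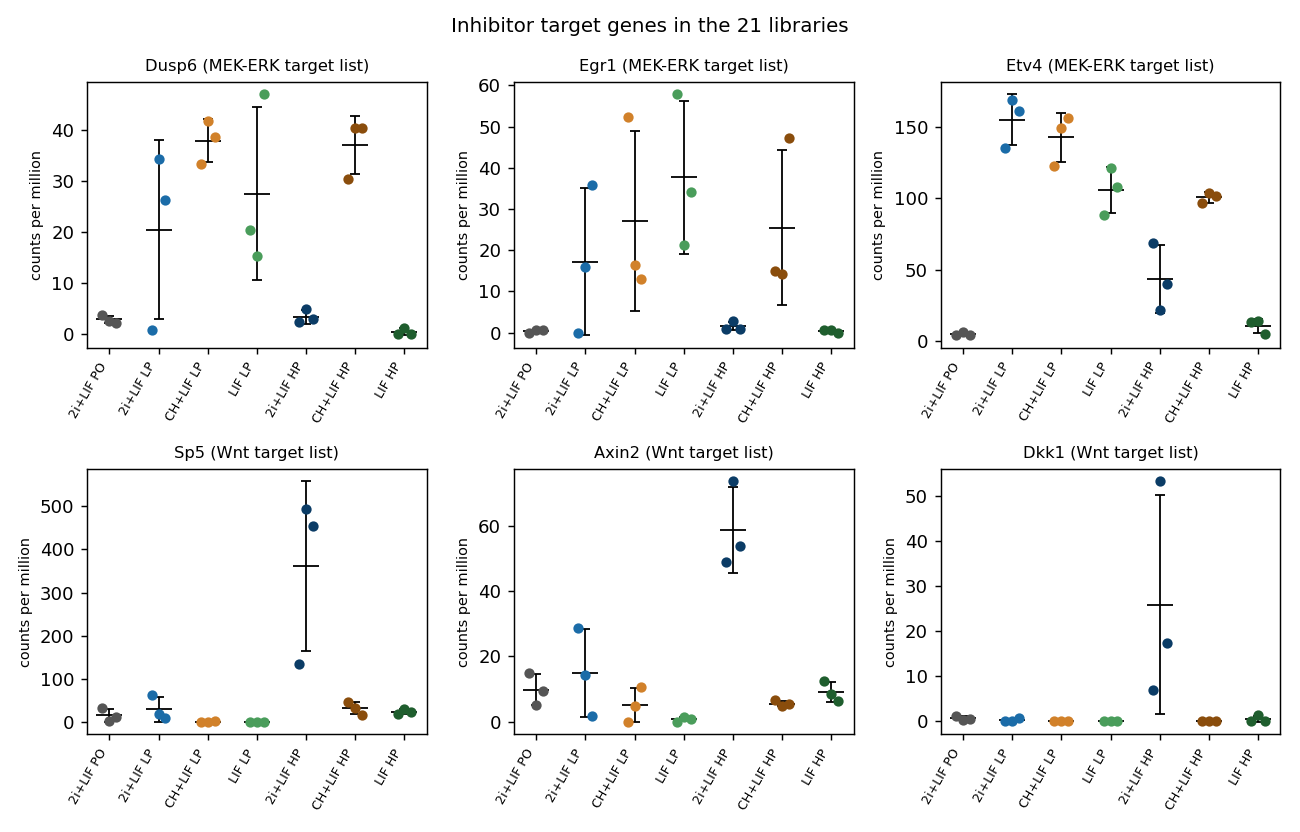
CPM of 3 genes of the MEK-ERK target list (Dusp6, Egr1, Etv4) and 3 of the Wnt target list (Sp5, Axin2, Dkk1) in the 21 libraries, by group as labelled. Points are libraries and bars are the mean ± SD of 3 replicates; Dusp6 and Egr1 are low in 2i+LIF PO, 2i+LIF HP and LIF HP, Etv4 is low in 2i+LIF PO (5.26 ± 1.12 CPM) and LIF HP (10.9 ± 5 CPM) but not to that extent in 2i+LIF HP (43.6 ± 23.7 CPM), and the means of the 3 Wnt targets are highest in 2i+LIF HP.

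Media were first compared at LP. Between CH+LIF LP and 2i+LIF LP, 0 of 10643 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, and 950 had an unadjusted p under 0.05. The alternative that moved this comparison most, testing all genes with at least 1 count, called 133, and 12 were called without 2i+LIF LP replicate 3. LIF LP differed from CH+LIF LP in 5 genes, 1 higher and 4 lower. Ccnd2 (ENSMUSG00000000184, chromosome 6, 127125162 to 127152193) rose from 3.87 ± 3.66 to 45.6 ± 6.92 CPM (SD, n = 3; log2 fold change 3.48, SE 0.66, edgeR adjusted p 0.0311). Nefm (ENSMUSG00000022054, chromosome 14, 68082590 to 68124846) fell from 59.3 ± 17.8 to 4.23 ± 3.83 CPM (log2 fold change -3.85, SE 0.53, edgeR adjusted p 0.000885). Nefl, which overlaps it on the opposite strand, also fell (-2.43, SE 0.44, edgeR adjusted p 0.022), and reads of these 2 genes may have been split if the counting ignored strand. Trpm1 fell from 18.3 ± 6.97 to 2.17 ± 1.97 CPM. The remaining gene, 1700097N02Rik, which overlaps Dnah8 and Glo1 and was named after its values were seen, fell from 85.9 ± 36.4 to 16 ± 6.24 CPM. Without CH+LIF LP replicate 2 the count was 1, and it was 16 without 2i+LIF LP replicate 1, which enters this contrast only through the spread shared by all groups. Against 2i+LIF LP, 52 genes changed in LIF LP, 12 higher and 40 lower. Foxp1 (ENSMUSG00000030067, chromosome 6, 98925338 to 99522721) rose from 8.67 ± 8.22 to 172 ± 14.8 CPM (log2 fold change 4.29, SE 0.71, edgeR adjusted p 0.002), and Pdyn and Ramp3 were the other named rises. Pglyrp1, Srarp and Slc24a5 had no counts in LIF LP and were at least 26.4-fold, 12.2-fold and 10.5-fold lower there. This count moved between 13 genes without LIF LP replicate 2 and 130 without 2i+LIF LP replicate 3. The joint test over the 3 media called 40 genes at LP, 14 without LIF LP replicate 2, 132 without 2i+LIF LP replicate 3 and 72 without 2i+LIF PO replicate 1.

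At HP the joint test over the same media called 545 genes, and 270 without LIF HP replicate 2. CH+LIF HP differed from 2i+LIF HP in 215 genes, 117 higher and 98 lower. Adam23 (ENSMUSG00000025964, chromosome 1, 63445891 to 63596276) had 95 ± 38.5 CPM in CH+LIF HP and no counts in 2i+LIF HP (edgeR adjusted p 5.42e-05). Trf and Zfp423, also without counts in 2i+LIF HP, were at least 36.8-fold and 24.6-fold higher. Dnase2b, Cyp2c70 and Osbp2 had no counts in CH+LIF HP and were at least 58.8-fold, 57.4-fold and 59.1-fold lower than in 2i+LIF HP. LIF HP differed from CH+LIF HP in 63 genes that were higher and 93 that were lower. The named rises were Eif4e1b, Oc90 and Adam11, and the named falls were Gja1, Spry4 and Ptgs1, each without counts in LIF HP. LIF HP differed from 2i+LIF HP in 402 genes, 223 higher and 179 lower. That this exceeds the count for LIF HP against CH+LIF HP depends on the fit, since limma-voom with quality weights gave 1002 against 1420 genes and fitting only the groups compared gave 641 against 1176. Khdc1a (ENSMUSG00000067750, chromosome 1, 21349641 to 21352200) had 82.5 ± 70.7 CPM in 2i+LIF HP and no counts in LIF HP (edgeR adjusted p 0.000729). It belongs to a family of similar genes, and its count is uncertain to that extent. Gm42865, Cgref1 and Trf rose, each from no counts. Leaving out 2i+LIF HP replicate 2 reduced the 215 genes to 99. Without LIF HP replicate 2 the other contrasts fell to 29 and 123 genes, and in all 6 fits that left out 1 of its own libraries LIF HP against CH+LIF HP stayed at or under 69. Without 2i+LIF LP replicate 1, a library of none of these groups, the 3 contrasts gave 361, 316 and 786 genes and the joint test 1004.

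The LP and HP contrasts of media share no library, so their log2 fold changes could be correlated across the 10643 genes, which are not independent replicates. For CH+LIF against 2i+LIF Pearson's r was 0.301 and Spearman's rho 0.281, and 171 of the 215 genes called at HP (79.5%) had the same sign at LP. LIF against 2i+LIF gave an r of 0.283 and a rho of 0.244, with 284 of 402 genes (70.6%) on the same side and 18 called at both. LIF against CH+LIF gave an r of 0.0086 and a rho of -0.097, with 76 of the genes called at HP (48.7%) on the same side. Testing all genes with at least 1 count moved the first r most, to 0.121, and it was 0.172 without 2i+LIF LP replicate 1. The interaction itself, whether a medium's difference from 2i+LIF changed between LP and HP, was called for 2 genes in CH+LIF and 16 genes in LIF (13 higher and 3 lower). The 2 genes were Adam23 (edgeR adjusted p 0.00471; no size is given, since it had no counts in 2i+LIF HP) and Tdgf1 (log2 interaction 3.47, SE 0.6, edgeR adjusted p 0.0219). Among the 16, Krtdap (edgeR adjusted p 6.15e-06) and Snx20 rose most, and Uhrf2 and Peg3 fell most. The CH+LIF count was 26 without 2i+LIF LP replicate 1 and 1 without 2i+LIF LP replicate 3. The LIF count was 55 without 2i+LIF LP replicate 3 and 7 without LIF LP replicate 2. Without 2i+LIF PO replicate 1, which is in no group of these tests, the counts were 5 and 68.

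Culture groups of one medium were then compared. 2i+LIF HP differed from 2i+LIF LP in 391 genes, 173 higher and 218 lower. Khdc1a, Dnase2b and Cyp2c70 had no counts in 2i+LIF LP and were at least 150-fold, 67.7-fold and 66.1-fold higher in 2i+LIF HP. Adam23, Zfp423 and Zfp365 had none in 2i+LIF HP and were at least 134-fold, 30.3-fold and 13.8-fold lower. Only 136 genes were called without 2i+LIF HP replicate 2, against 486 without 2i+LIF HP replicate 1 and 590 without 2i+LIF PO replicate 1. CH+LIF HP differed from CH+LIF LP in 1 gene, with 571 at an unadjusted p under 0.05. This was Crxos (ENSMUSG00000074365, chromosome 7, 15882617 to 15904020), which rose from 13.2 ± 3.64 to 115 ± 42.3 CPM (log2 fold change 3.13, SE 0.47, edgeR adjusted p 0.00561). The count was 0 without CH+LIF LP replicate 1, 2 without CH+LIF HP replicate 2 and 3 without 2i+LIF PO replicate 1. LIF HP differed from LIF LP in 1060 genes, 567 higher and 493 lower. Krtdap (ENSMUSG00000074199, chromosome 7, 30787896 to 30791097) rose from 0.481 ± 0.833 to 295 ± 88.1 CPM (edgeR adjusted p 2.58e-08), a ratio of 363 with an interval of counting error from 124 to 1760, as LIF LP had 3 counts. Cdx1 and Tnni1 rose from no counts, at least 45.7-fold and 42.2-fold. Pdyn, Spink1 and Spry4 fell to no counts, at least 32.6-fold, 32.3-fold and 18.4-fold. Without LIF HP replicate 3 the count was 399, and without 2i+LIF LP replicate 1 it was 1617. Whether the change from LP to HP in LIF differed from that in CH+LIF was tested after these counts were seen. It gave 45 genes, but 5 without CH+LIF LP replicate 3 and at most 19 in 11 of the 12 fits without 1 of its libraries. It was 29 without 2i+LIF PO replicate 3 and 105 without 2i+LIF PO replicate 1, so the count is not stable.

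**Figure D3:**
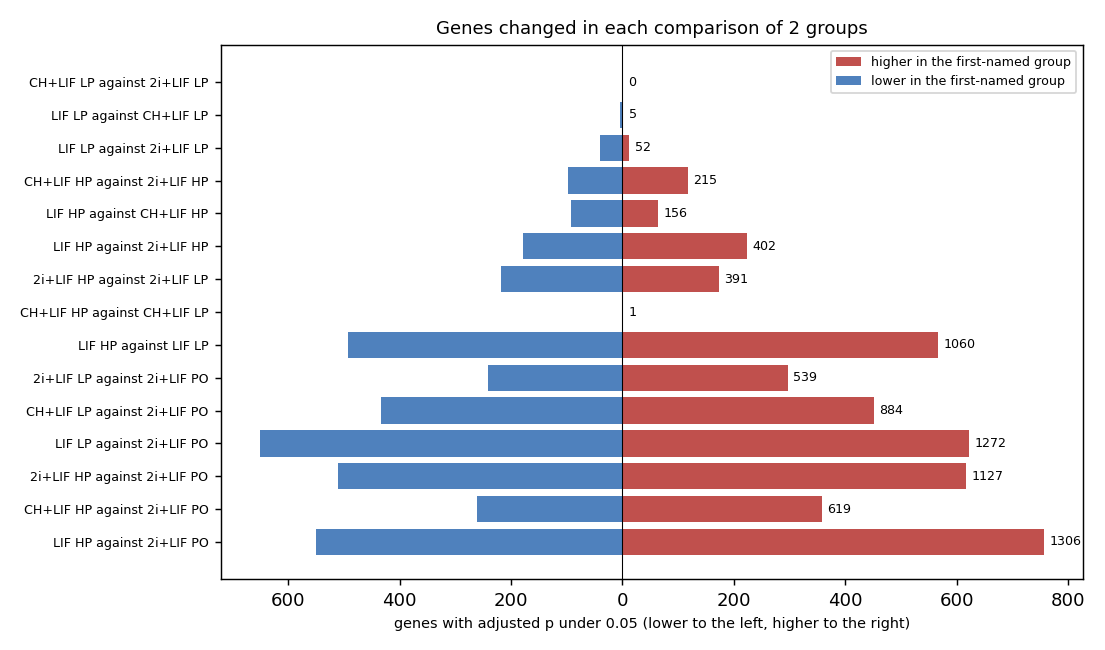
Genes with an edgeR adjusted p under 0.05 in the 15 comparisons of 2 groups, split into higher (right, red) and lower (left, blue) in the first-named group; the horizontal axis counts genes from 0 and the number beside each bar is the total. The totals run from 0 for CH+LIF LP against 2i+LIF LP to 1306 for LIF HP against 2i+LIF PO.

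Each cultured group was compared with 2i+LIF PO. The file names placed the 3 PO libraries in another sequencing run than the other 18, so run and group cannot be told apart in these contrasts and no within-run value exists. 2i+LIF LP differed in 539 genes (297 higher, 242 lower), CH+LIF LP in 884 (451 higher, 433 lower) and LIF LP in 1272 (622 higher, 650 lower). 2i+LIF HP differed in 1127 genes (617 higher, 510 lower), CH+LIF HP in 619 (358 higher, 261 lower) and LIF HP in 1306 (756 higher, 550 lower). The median log2 change of all genes was -0.0505 to -0.101 in these contrasts. Taf7l (ENSMUSG00000009596, chromosome X, 134460118 to 134476490), a germline gene, had no counts in PO and was among the named rises of all 6 contrasts. It was at least 37-fold higher in CH+LIF LP and at least 163-fold higher in CH+LIF HP, with edgeR adjusted p from 4.04e-06 to 0.000199. Pglyrp1 and Sp100 fell from 26.5 ± 3.34 and 23 ± 12.7 CPM in PO to no counts in LIF LP, at least 40.1-fold and 38.7-fold lower. Dio3 fell from 28.2 ± 7.53 to 1.04 ± 0.444 CPM in CH+LIF HP (log2 fold change -4.71, SE 0.95, edgeR adjusted p 0.00511). Fst fell from 22 ± 13 to 0.205 ± 0.356 CPM in LIF HP (edgeR adjusted p 0.000684), which rests on 1 count there (ratio 98.9, interval of counting error 17.5 to 3930). Counts against PO were sensitive to single libraries: 2i+LIF LP gave 188 genes without 2i+LIF PO replicate 2 and 1209 without 2i+LIF PO replicate 1. The lowest counts were 380 in CH+LIF LP (without its replicate 1), 571 in LIF LP (without its replicate 2), 364 in 2i+LIF HP (without its replicate 3), 200 in CH+LIF HP (without its replicate 1) and 424 in LIF HP (without its replicate 2). Without 2i+LIF LP replicate 1 the counts were 1403 in CH+LIF LP, 1715 in 2i+LIF HP and 1095 in CH+LIF HP.

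Gene lists fixed before the data were examined were tested with fry over the 9 contrasts of media and of HP against LP, and 29 of 108 tests passed an adjusted p of 0.05. Of these, 22 also passed under camera with a preset correlation, which called 28, and 14 under camera with an estimated correlation. The Wnt target list (13 genes tested) was lower in CH+LIF HP than in 2i+LIF HP by a mean log2 change of -2.14 (fry adjusted p 2.22e-05). In that contrast 5 of its genes fell over all genes tested, and 10 fell and 1 rose when adjusted over the list alone. It was lower in LIF HP than in 2i+LIF HP (-2.2, fry adjusted p 2.22e-05; 6 genes over all, 9 adjusted over the list alone) and higher in 2i+LIF HP than in 2i+LIF LP (2.09, fry adjusted p 2.9e-05; 7 higher and 1 lower over all, 8 higher and 1 lower adjusted over the list alone). The medians of these changes were -3.09, -2.44 and 2.97, and setting genes at 0 in 1 group to their bound did not alter them. Smaller called differences of this list, in LIF LP against 2i+LIF LP (-0.97, fry adjusted p 0.0301) and LIF HP against LIF LP (0.86, fry adjusted p 0.0482), were lost in 5 and 11 of 15 alternatives. In CH+LIF LP against 2i+LIF LP it was not called (-0.73, fry adjusted p 0.0671), and passed in 3 of 15 alternatives. The MEK-ERK target list (13 genes tested) was lower in LIF HP than in LIF LP (-2.34, fry adjusted p 9.02e-05), with 10 genes lower both over all genes and adjusted over the list alone. It was also lower in LIF HP than in CH+LIF HP (-2.05, fry adjusted p 0.000382; 5 genes over all, 9 adjusted over the list alone). The medians were -2.21 and -1.89, with and without genes at their bound. The list was higher in CH+LIF HP than in 2i+LIF HP (1.09, fry adjusted p 0.0491), a call lost in 9 of 15 alternatives, and was not called in LIF HP against 2i+LIF HP (-0.96, fry adjusted p 0.0577), where it passed in 5 of 15 alternatives. Another of its results depended on a single library and on the test. In 2i+LIF HP against 2i+LIF LP it gave -0.73 (fry adjusted p 0.145), and -1.18 (fry adjusted p 0.000219) without 2i+LIF LP replicate 1. With all libraries it passed under camera with a preset correlation (camera adjusted p 0.018). It passed in 3 of 15 alternatives, within a range of 0.000211 to 0.741.

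Against 2i+LIF PO these 2 lists were tested after the values above had been seen, with adjustment over 14 tests. The MEK-ERK list was higher in 2i+LIF LP (1.58, fry adjusted p 0.000932), CH+LIF LP (2.2, fry adjusted p 6.24e-05), LIF LP (2.23, fry adjusted p 6.24e-05) and CH+LIF HP (1.94, fry adjusted p 0.000271). It did not differ detectably in 2i+LIF HP (0.85, fry adjusted p 0.0513) or LIF HP (-0.11, fry adjusted p 0.867). The Wnt list was higher in 2i+LIF HP (2.12, fry adjusted p 1.61e-05) and lower in CH+LIF LP (-0.7, fry adjusted p 0.0359) and LIF LP (-0.95, fry adjusted p 0.0119). It did not differ detectably in 2i+LIF LP (0.03, fry adjusted p 0.885), CH+LIF HP (-0.03, fry adjusted p 0.784) or LIF HP (-0.08, fry adjusted p 0.784).

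Among lists of cell states, core pluripotency genes (8 tested) were higher in CH+LIF HP than in 2i+LIF HP (1.33, fry adjusted p 8.87e-05). They were lower in LIF HP than in CH+LIF HP (-1.31, fry adjusted p 6.66e-05), in 2i+LIF HP than in 2i+LIF LP (-1.34, fry adjusted p 6.66e-05) and in LIF HP than in LIF LP (-1.51, fry adjusted p 2.22e-05). In the last of these 4 genes fell over all genes tested and 7 adjusted over the list alone. The others had fewer: 1 and 4 genes rose in CH+LIF HP against 2i+LIF HP. In LIF HP against CH+LIF HP 1 and 5 fell, and in 2i+LIF HP against 2i+LIF LP 2 and 4 fell. These 4 calls held in all 15 alternatives. Not every core gene fell with the list. Pou5f1 had 57.9 ± 27.4 CPM in LIF LP and 76.7 ± 19.6 CPM in LIF HP. It had 41.5 ± 13 CPM in 2i+LIF LP and 40.5 ± 14.7 CPM in 2i+LIF HP. Utf1 went from 85.3 to 3.63 CPM between the LIF groups and from 69.5 to 3.01 CPM between the 2i+LIF groups. Lin28a went from 65.4 to 10.1 CPM and from 59.8 to 10 CPM. Formative and primed genes (12 tested) were lower in LIF HP than in CH+LIF HP (-1.63, fry adjusted p 6.66e-05), LIF LP (-1.51, fry adjusted p 6.66e-05) and 2i+LIF HP (-0.86, fry adjusted p 0.0116). They were higher in CH+LIF HP than in 2i+LIF HP (0.77, fry adjusted p 0.0233), a call lost in 6 of 15 alternatives. This list shares 3 genes with other lists, among them Etv4. The 5 tested neural ectoderm genes were higher in LIF LP than in CH+LIF LP (1.03, fry adjusted p 7.78e-05) and 2i+LIF LP (1.02, fry adjusted p 0.000179). They were lower at HP than at LP in 2i+LIF (-0.83, fry adjusted p 0.000134), CH+LIF (-0.52, fry adjusted p 0.00135) and LIF (-1.37, fry adjusted p 2.04e-05), while their rise in LIF HP against 2i+LIF HP (0.49, fry adjusted p 0.0482) was lost in 11 of 14 alternatives. The first of these held in all 15 alternatives, including camera with an estimated correlation, and the others failed under at least that test. Primitive endoderm genes (3 tested) were lower in 2i+LIF HP than in 2i+LIF LP (-1.05, fry adjusted p 0.0482), lost in 11 of 14 alternatives. Among contrasts of media and of HP against LP, fry called naive pluripotency genes (16 tested) in none (lowest fry adjusted p 0.16). Nor did fry call mesendoderm genes (6 tested, 0.574) or LIF-STAT3 targets (10 tested, 0.138). The naive list was not tested against 2i+LIF PO, where it was highest. Its mean log2 CPM was 7.182, 7.614 and 7.341 in the PO libraries, against at most 6.988 in any other library. Sequencing run cannot be told apart from PO in this difference. LIF-STAT3 targets passed in CH+LIF HP against CH+LIF LP (-0.63) under camera with a preset correlation (camera adjusted p 0.025). With an estimated correlation they did not (camera adjusted p 0.347). None of the 12 two-cell-like genes passed the filter on low counts.

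Methylation-sensitive germline genes (11 tested) were higher at HP than at LP in CH+LIF (0.98, fry adjusted p 0.00253), where 0 genes passed over all genes tested and 6 passed adjusted over the list alone. The same list rose in 2i+LIF (0.9, fry adjusted p 0.00953), a call lost in 8 of 15 alternatives and lost without 2i+LIF LP replicate 1 (0.56, fry adjusted p 0.116, within 0.00313 to 0.165 over the alternatives). Imprinted genes (19 tested) were lower in LIF HP than in CH+LIF HP (-0.73, fry adjusted p 0.00288) and LIF LP (-0.51, fry adjusted p 0.0305), which were lost in 2 and 7 of 15 alternatives. Y-linked genes (5 tested) were lower at HP than at LP in CH+LIF (-1.07, fry adjusted p 0.0463) and LIF (-1.32, fry adjusted p 0.0203). The first was lost in 11 of 15 alternatives, among them each of the 6 fits without 1 library, and the second in 6.

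Chromosome-wide shifts were sought because long culture can select gains or losses of chromosomes. For each library the median log2 CPM of a chromosome's genes, each centred on its mean, was set against that of all autosomal genes. Of 300 tests (20 chromosomes, 15 contrasts), 6 passed an adjusted p of 0.05 in limma, all for chromosome X (368 genes tested) against 2i+LIF PO. The X-linked median was -0.32 ± 0.04 (SD, n = 3) in PO, and the 3 PO libraries (-0.353, -0.321 and -0.283) lay under all 18 others. Shifts against PO were 0.366 in 2i+LIF LP, 0.379 in CH+LIF LP, 0.357 in LIF LP, 0.399 in 2i+LIF HP, 0.447 in CH+LIF HP and 0.244 in LIF HP (SE 0.057 each; limma adjusted p from 8.64e-05 to 0.0225), 1.18-fold to 1.36-fold. The 6 contrasts share their control, and 28.1% of 10000 simulations of unchanged groups against 1 shared control had the same sign in all 6. With every library counted once, 1 of the 1330 splits of the 21 libraries into 3 and 18 gave a difference as large (exact two-sided permutation p 0.000752). That split is the real one, as follows from PO lying under all others. The chromosome and group were picked from the 300 tests, and this p is not adjusted for that choice. The LIF HP shift was lost without LIF HP replicate 2 (0.224, limma adjusted p 0.16, within 0.00357 to 0.16 over 14 alternatives). Testing all genes with at least 1 count reduced the 6 X shifts to between 0.067 and 0.124, so their size depends on the filter on low counts. Fitting only the groups compared moved this family most, to 24 called shifts, of which 17 were autosomal and 10 of these lay in LIF HP against LIF LP. Chromosome 18 in that contrast was called there (-0.198) and without the 2 libraries that stood apart (-0.213), and chromosome 8 was called among genes of at least 10 CPM in 3 contrasts of LIF HP (0.107 to 0.119). With all libraries and the filter the largest shift of another chromosome was 0.19 in size, on chromosome 18 in LIF HP against LIF LP, and the smallest limma adjusted p of another chromosome was 0.0718. The contrasts against PO carry the difference of sequencing runs.

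**Figure D4:**
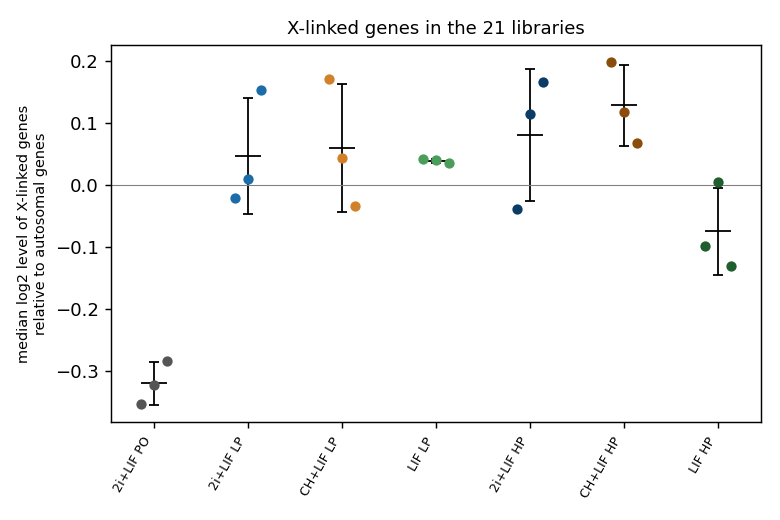
Median log2 CPM of X-linked genes relative to autosomal genes, each gene centred on its mean over all libraries, in the 21 libraries by group. Points are libraries and bars are the mean ± SD of 3 replicates; the 3 libraries of 2i+LIF PO lie between -0.353 and -0.283, below all others.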

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

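Tests chosen only after the results were seen were the interactions of the target lists, their fit without 2i+LIF LP replicate 1, the interaction of LIF against CH+LIF and the relations of non-unique alignments to ribosomal protein genes and library size.

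Whether a medium's difference from 2i+LIF changed between LP and HP was tested as an interaction, and 2 genes passed for CH+LIF (691 at an unadjusted p under 0.05) and 16 for LIF (1175 at an unadjusted p under 0.05). Other splits of the same libraries gave as many genes in 18 of 100 for CH+LIF and in 15 of 100 for LIF, the real one included. Of these, 8 and 9 exchanged most LP and HP libraries within 1 medium, as 50 of the 100 splits did in each test. Such an exchange turns a change from LP to HP into an interaction. A split that exchanged fewer libraries can also turn part of such a change into an interaction, and such splits were not marked. Whether exchange accounts for these shares was therefore not decided. Other splits reached 129 and 776 genes, so the counts of 2 and 16 do not stand out from those of regrouped libraries. The counts varied from 1 to 26 and from 7 to 55 when 1 library of the groups compared was left out; the highest were without 2i+LIF LP replicate 1 and without 2i+LIF LP replicate 3. Without 2i+LIF PO replicate 1, outside these groups, they were 5 and 68. No explanation is offered for single genes among them.

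The target lists of the inhibitors were tested in the same way. The interaction of the Wnt list was -1.41 for CH+LIF against 2i+LIF (fry adjusted p 0.00554) and -1.23 for LIF against 2i+LIF (fry adjusted p 0.00692). For the MEK-ERK list it was -1.62 for LIF against 2i+LIF (fry adjusted p 0.0131) and -2.08 for LIF against CH+LIF (fry adjusted p 0.00554). The other 2 were not called: MEK-ERK for CH+LIF against 2i+LIF (0.47, fry adjusted p 0.418) and Wnt for LIF against CH+LIF (0.19, fry adjusted p 0.698). Without the library that stood apart, 2i+LIF LP replicate 1, 4 of 4 were still called. MEK-ERK for LIF against CH+LIF includes no 2i+LIF library and could not test this. The called interactions with 2i+LIF do, and that library was not their whole cause. The MEK-ERK value for LIF against 2i+LIF was then -0.95 in place of -1.62, so part of its size rests on that library, and the others were -1.31, -1.13 and -1.79. In that fit MEK-ERK for CH+LIF against 2i+LIF was called too (0.84, fry adjusted p 0.00887). Scaling or depth was not the cause either, since 4 of 4 were called in thinned counts and with other size factors. The medium at harvest, which the protocols do not give per library, stays open: a schedule of giving and withdrawing inhibitors may have left LP and HP libraries at different points of it, and no value bears on this beyond the target lists themselves. A biological change of the response to the medium with time in culture stays open as well and was not tested separately.

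Alignments that were not unique, which enter no gene count, made up 33.4 ± 2.73% (SD, n = 3) of all entries in LIF HP and 26.1 ± 1.56% in 2i+LIF PO. The lowest LIF HP library had 30.3% and the highest PO library 27.3%. An exact permutation test gave a two-sided p of 0.1, the smallest that 3 against 3 libraries allow. The highest library of the other LP and HP groups had 30.4%. Library size was not the cause: over the 18 LP and HP libraries Pearson's r was 0.203 (permutation p 0.419, adjusted 0.524) and Spearman's rho 0.189 (permutation p 0.448). The share of gene counts from ribosomal protein genes, which have many processed pseudogenes, was related to it. Over the 15 LP and HP libraries outside LIF HP r was 0.953 and rho 0.904 (permutation p 1e-05, the smallest that the permutations can give, adjusted 1.67e-05 for r), and r was 0.926 without the 2 libraries farthest from the median. Over all 18 r was 0.973 and rho 0.938, with 0.959 without the 2 farthest and 0.914 within groups. With the PO libraries added, r was 0.881, and 0.712 within groups. PO replicate 1 goes against the relation, with the lower ribosomal protein share (3.005%, against 12.4% in PO replicate 3) but more alignments that were not unique (26.6% against 24.3%). This family held 5 relations. More transcripts of ribosomal protein genes in LIF HP are a candidate explanation of its difference from the other LP and HP libraries, at 0.953 in libraries outside LIF HP, while the difference from PO is not explained to the same extent. Whether this is a property of the cells or of library preparation cannot be decided from it, and no biological explanation was tested.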

How the results depend on the processing

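Alternatives chosen only after the results were seen were the omission of both libraries that stood apart, removal of mitochondrial genes and Gm42418, limma-voom with sample quality weights, the omission of single libraries outside the groups compared, and all fits of the interaction of LIF with CH+LIF. Each alternative changed 1 choice. Counts written with an exponent are rounded to 2 digits. Where a count moved by more than 1.5 times it is given here, and the cause was not tested unless stated.

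DESeq2 size factors and removal of mitochondrial genes and Gm42418 kept every count of changed genes, correlation, count of lists and count of chromosome shifts within those bounds, and neither moved the share of higher against lower genes by over 10 percentage points. With DESeq2 size factors the median log2 change of all genes was -0.105 in CH+LIF HP and -0.104 in LIF HP against PO.

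The DESeq2 test called 19 genes in CH+LIF LP against 2i+LIF LP, 20 in LIF LP against CH+LIF LP, 1.6e+02 in LIF LP against 2i+LIF LP, 332 in CH+LIF HP against 2i+LIF HP, 371 in LIF HP against CH+LIF HP and 713 in LIF HP against 2i+LIF HP. It called 624 from LP to HP in 2i+LIF, 15 in CH+LIF, 946 in 2i+LIF LP against PO, 1019 in CH+LIF HP against PO, 32 and 1.4e+02 in the CH+LIF and LIF interactions with 2i+LIF, 1.4e+02 in that of LIF with CH+LIF, and 1.4e+02 and 931 for any medium at LP and HP.

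Without the filter on low counts, in the same order, 133, 32, 276, 354, 326 and 689 genes were called between media, 634 and 21 from LP to HP in 2i+LIF and CH+LIF, 820 in 2i+LIF LP against PO, 48, 1.6e+02 and 171 in the 3 interactions and 333 and 939 for any medium. The correlation of LP and HP effects was 0.121 for CH+LIF against 2i+LIF and 0.128 for LIF against 2i+LIF, and 1 list was called from LP to HP in CH+LIF.

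Omitting both libraries that stood apart gave 23 genes in LIF LP against CH+LIF LP, and 543, 758 and 1427 in CH+LIF HP against 2i+LIF HP, LIF HP against CH+LIF HP and LIF HP against 2i+LIF HP. From LP to HP it gave 627 genes in 2i+LIF, 9 in CH+LIF and 2370 in LIF. Against PO it gave 1084 in 2i+LIF LP, 1434 in CH+LIF LP, 2279 in LIF LP, 2150 in 2i+LIF HP and 1294 in CH+LIF HP. The interactions had 39, 167 and 349 genes, and any medium 62 and 1740. Correlations were 0.177 for CH+LIF against 2i+LIF and 0.218 for LIF against 2i+LIF. Lists numbered 1 in CH+LIF LP against 2i+LIF LP and 5 in LIF HP against 2i+LIF HP, and chromosome shifts 14.

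With quality weights, lowest for 2i+LIF LP replicate 1 (0.159) and 2i+LIF PO replicate 1 (0.193), limma-voom called 2, 42 and 116 genes between media at LP and 436, 1420 and 1002 at HP, in the order above. It called 66 from LP to HP in CH+LIF and 2747 in LIF. Against PO it called 1928, 2325 and 3274 at LP and 1818, 2854 and 2627 at HP for 2i+LIF, CH+LIF and LIF. The interactions had 18, 160 and 914 genes, and any medium 63 and 1247.

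Fitting only the groups compared, with fewer libraries behind the spread, gave 21 genes in LIF LP against CH+LIF LP, 3 in LIF LP against 2i+LIF LP, and 336, 1176 and 641 between media at HP. It gave 52, 15 and 2539 from LP to HP in 2i+LIF, CH+LIF and LIF. Against PO it gave 1 in 2i+LIF LP, 420 in CH+LIF LP, 826 in LIF LP, 328 in 2i+LIF HP and 618 in LIF HP. The interactions had 1, 9 and 592 genes, and any medium 9 and 1217. The correlation for LIF against CH+LIF was -0.0777, 2 lists were called from LP to HP in 2i+LIF, and chromosome shifts numbered 24.

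In counts thinned to the smallest library, 395 genes were called in CH+LIF HP against PO, and 16 in the interaction of LIF with CH+LIF, so part of these counts rests on depth. The correlation for LIF against CH+LIF was -0.0297. Lists called were 1 in LIF LP against 2i+LIF LP, 2 in CH+LIF HP against 2i+LIF HP, 2 from LP to HP in 2i+LIF and 1 in CH+LIF. With an estimated correlation camera called 0, 2 and 1 lists in LIF LP against 2i+LIF LP, CH+LIF HP against 2i+LIF HP and LIF HP against 2i+LIF HP, and 2, 1 and 3 from LP to HP in 2i+LIF, CH+LIF and LIF. With a preset one it called 1 in CH+LIF LP against 2i+LIF LP.

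The replicate number as a block gave 3 genes from LP to HP in CH+LIF in place of 1. It lost the primitive endoderm list from LP to HP in 2i+LIF (fry adjusted p 0.0713, within 0.0315 to 0.416 over its alternatives) and the Wnt list from LP to HP in LIF (fry adjusted p 0.0948, within 0.00295 to 0.446). Same-numbered libraries correlated at a mean of 0.0389 over 63 pairs (-0.201 to 0.397), and differently numbered ones at -0.0178. The cutoff does not exclude a pairing elsewhere, as in LIF HP against 2i+LIF HP (0.327, 0.249 and 0.0501). In 2i+LIF LP against PO both libraries that stood apart have replicate number 1. The correlation there may come from them and does not show a pairing.

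Leaving out 1 library of the groups compared at a time gave, between media at LP, 0 to 12 genes (CH+LIF against 2i+LIF), 1 to 6 (LIF against CH+LIF) and 13 to 130 (LIF against 2i+LIF), and at HP 99 to 212, 29 to 69 and 123 to 293. From LP to HP it gave 136 to 486 in 2i+LIF, 0 to 2 in CH+LIF and 399 to 811 in LIF. Against PO it gave 188 to 1209 in 2i+LIF LP, 380 to 768 in CH+LIF LP, 571 to 1491 in LIF LP, 364 to 1378 in 2i+LIF HP, 200 to 649 in CH+LIF HP and 424 to 1404 in LIF HP. The interactions had 1 to 26, 7 to 55 and, for LIF with CH+LIF, 5 to 42 genes, and any medium 14 to 132 at LP and 270 to 492 at HP. Correlations were 0.172 to 0.329 (CH+LIF against 2i+LIF), -0.0268 to 0.0599 (LIF against CH+LIF) and 0.216 to 0.3 (LIF against 2i+LIF). Lists called numbered 0 to 2, 1 to 1 and 1 to 3 between media at LP, 2 to 4, 4 to 4 and 2 to 5 at HP, and 3 to 5, 2 to 2 and 4 to 6 from LP to HP. Chromosome shifts numbered 6 to 13 over all 21 libraries.

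A library outside the groups compared enters only through the filter, the scaling and the spread shared by all groups. Leaving out 1 such library gave 0 to 3, 5 to 16 and 44 to 76 genes between media at LP, 201 to 361, 125 to 316 and 338 to 786 at HP, and 372 to 590, 1 to 3 and 888 to 1617 from LP to HP. Against PO it gave 448 to 675, 739 to 1403 and 1151 to 1853 at LP and 1022 to 1715, 500 to 1095 and 1101 to 1918 at HP. The interactions had 2 to 5, 12 to 68 and 29 to 105 genes, and any medium 32 to 72 at LP and 500 to 1004 at HP. The highest count was reached without 2i+LIF LP replicate 1 or 2i+LIF PO replicate 1 except in 2i+LIF LP against PO (675, without 2i+LIF HP replicate 3). Lists called numbered 0 to 1 in CH+LIF LP against 2i+LIF LP, and in the other contrasts stayed within 1.5 times their count.

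Lists that were not called changed sign in some fits. The MEK-ERK list in LIF LP against CH+LIF LP (0.03) was -0.11 without the filter, -0.09 without both libraries that stood apart, and -0.16, -0.05, -0.06, -0.09 and -0.2 in 5 of the 6 fits without 1 library, the other giving 0.02. In LIF LP against 2i+LIF LP (0.66) it was 0 without both libraries that stood apart. The Wnt list in LIF HP against CH+LIF HP (-0.06) was 0.05 without CH+LIF HP replicate 1 and 0.1 without LIF HP replicate 3, and ranged from -0.17 to 0.1 over the 6 such fits.

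Among the other results, named genes kept their call in 579 cases and lost it in 33, and in fits without 1 library kept it in 357 and lost it in 105, with 0 changes of sign. Lists kept their side of the threshold in 278 cases, lost it in 54 and gained it in 12, and without 1 library in 179, 45 and 3. X shifts, 0.067 to 0.124 without the filter, kept it in 46 cases and lost it in 2, and without 1 library in 35 and 1. All 3 losses were LIF HP against PO: 0.067 without the filter (limma adjusted p 0.0516), 0.244 in thinned counts (limma adjusted p 0.0553) and 0.224 without LIF HP replicate 2 (limma adjusted p 0.16), within 0.00357 to 0.16 over its alternatives.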

Other observations

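Tests chosen only after the results were seen were, for the X-linked genes, those of sequencing run, single libraries, a few genes, depth, weak expression and a second X chromosome; those of the MEK-ERK list, the comparison with PO and both exchanges of labels included; those of the libraries that stood apart; and the tests of the few genes that changed in CH+LIF.

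X-linked genes were lower in the 3 PO libraries than in all 18 others. With fewer splits drawn than exist, 2 of 100 reassignments of the 21 libraries gave as many called chromosome shifts, the real one included. The tables argue against several technical causes. Leaving out 1 PO library left a shift of at least 0.258 in every contrast. Of the 368 tested X-linked genes 64.4% (237) were lower in PO than the mean of the others, against 46.8% of 10254 autosomal genes. Most X-linked genes thus took part. A median difference over 0 already requires this, so the share is not a separate test of whether a few genes made the pattern. In thinned counts 5 of 6 contrasts were called. Among genes of at least 10 CPM the lowest shift was 0.264, so weakly expressed genes are not the cause, while without the filter on low counts the 6 shifts were 0.067 to 0.124 and their size depends on the genes admitted. Matched to their 20 nearest autosomal genes in GC content, length and expression, X-linked genes differed by 0.308, and 0 of 1000 draws of autosomal genes reached their value (0.291 against at most 0.104). All 5 of 5 position groups along the chromosome were shifted (0.165 to 0.42), so 1 region does not explain it. A second X in every cultured cell would give a shift of about 1, and the largest was 0.447 (SE 0.057). The sequencing run cannot be told apart from PO, since 0 groups had libraries in both runs. A gain of an X in part of the cells could also give a shift of this size. So could a difference in X-linked expression between zero passage and culture. Neither was tested. The Y-linked list was lowest in PO too, with a mean log2 CPM of 2.604, 2.875 and 2.985, against at least 3.355 in any other library. Of its tested genes Eif2s3y alone went the other way (33.7 ± 10.5 CPM in PO, means of at most 30.4 CPM elsewhere). This list was not tested against PO. A gain of an X would leave these Y-linked levels unexplained.

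The MEK-ERK target list was as low in the libraries labelled LIF HP as in 2i+LIF PO, although the label names no MEK inhibitor. Scaling and depth were not the cause, since the change against LIF LP was at least 2.2 in size (-2.2) over 3 alternatives, nor were a few genes, since 10 of 13 fell. An exchange with CH+LIF HP would not remove the conflict, since that label names no MEK inhibitor either, and the MEK-ERK list differed by -2.31 from CH+LIF LP. Exchanged labels with 2i+LIF HP would need the libraries labelled 2i+LIF HP at the level of LIF LP. The list was lower there by -1.39 (fry adjusted p 0.00214, and 0.0036 to 0.0214 without 1 library of the 2 groups), so such an exchange is not the whole cause. That these libraries had MEK inhibitor in their medium at harvest may be so: against 2i+LIF PO the list changed by -0.11 (fry adjusted p 0.867). No value decides it, because a loss of ERK signalling during culture would look the same in this list, and the medium at harvest is not stated. The Wnt list does not decide it either. It was higher in LIF HP than in LIF LP by 0.86 (fry adjusted p 0.0482), a call kept in 4 of 15 alternatives. Against 2i+LIF PO it changed by -0.08 in LIF HP (fry adjusted p 0.784), but by -0.03 in CH+LIF HP too (fry adjusted p 0.784). An exchange with 2i+LIF LP, where the list was above PO by 1.58 (fry adjusted p 0.000932), stays open too. Exchanges of single libraries, or with a sample outside the series, were not tested.

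Both libraries that stood apart did so without the genes that took most of their counts: the mean correlation with replicates was then 0.784 for 2i+LIF LP replicate 1 and 0.828 for 2i+LIF PO replicate 1. At equal depth 2i+LIF LP replicate 1 had 11175 detected genes, 1088 fewer than its lower replicate (12263, the other having 12592), so a library of fewer distinct molecules is a candidate explanation. For 2i+LIF PO replicate 1 the deficit was 46 genes (12406 against 12452 and 12730), which decides nothing. Some MEK targets in 2i+LIF LP replicate 1 were low where its replicates were high, such as Dusp6 (0.701 against 34.4 and 26.3 CPM), and others were not, such as Etv4 (135 against 169 and 161 CPM). Whether that library differs in medium or in quality was not tested. Without it LIF LP differed from CH+LIF LP in 16 genes (6 higher, 10 lower) and from 2i+LIF LP in 23 (5 higher, 18 lower).

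Only 1 gene, Crxos, separated CH+LIF HP from CH+LIF LP, against 391 in 2i+LIF and 1060 in LIF. Wider replicate spread does not account for the difference from 2i+LIF, the mean gene SD of CH+LIF LP being 0.5 log2 units and that of CH+LIF HP 0.412, under both 2i+LIF groups (0.754 and 0.586). The LIF groups had 0.445 and 0.468, and the mean of LP and HP was 0.456 in both CH+LIF and LIF, so spread does not account for the difference from LIF either. Lower depth does not account for it, since thinned counts still gave 273 genes for 2i+LIF. The count for CH+LIF was 0 without CH+LIF LP replicate 1 and 3 without 2i+LIF PO replicate 1. That the change from LP to HP differed between LIF and CH+LIF was tested directly, and 45 genes passed (24 higher, 21 lower; 1244 at an unadjusted p under 0.05). Of 100 splits 11 gave as many, the real one included. Of these, 6 exchanged most LP and HP libraries in 1 medium, as 50 of the 100 did. Smaller exchanges were not marked, so whether exchange accounts for the share was not decided. The count was 5 without CH+LIF LP replicate 3 and 105 without 2i+LIF PO replicate 1, so it supports little. A steadier state in CH+LIF, or media at harvest that differed less there, may both give this, and neither was tested beyond the 273 genes and the spread of 0.5.

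Splits of the same libraries into other groups tested each count, and with 3 against 3 libraries there are 10 splits, so no share under 0.1 can be reached. For CH+LIF LP against 2i+LIF LP all 10 gave as many genes, the count being 0, and 10 gave as many called lists. For 2i+LIF LP against PO 2 of 10 did: the other, which joined PO replicate 1 with LP replicates 1 and 3, gave 627 genes. Among the 4 splits that part all same-numbered pairs, only the real one reached 539, and the next gave 32. Keeping only these splits presumes that the numbers pair libraries, which was not shown. In the other 13 contrasts only the real split, 1 of 10, gave as many genes. For lists, 2 of 10 gave as many in 2i+LIF HP against LP and 1 of 10 in the other 7 contrasts. In the joint tests over the media 1 of 100 drawn splits gave as many genes at LP (the next gave 22) and 1 of 100 at HP (the next gave 114).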
